A study of Homo sapiens with 12 samples. Its data were reported in "p53 enhances DNA repair and suppresses cytoplasmic chromatin fragments and inflammation in senescent cells" (2025).

How the data were processed

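RNA-seq libraries from IMR90 fibroblasts were analysed from the 2 tables the authors deposited for the series, 1 of counts and 1 of FPKM. Per the labels and the study's methods, the authors aligned reads to hg19 with the STAR 2-pass procedure, filtered them with SAMtools, and obtained raw read counts per gene with HTSeq. The deposited counts are whole numbers with no normalization. The authors made the FPKM values (fragments scaled by gene length and by the mapped fragments of the library) with Cufflinks, for display. Tool versions, the annotation release, the strand setting of HTSeq and the treatment of duplicate reads are not given in the sources used here. Reads without molecular identifiers can hold copies of 1 molecule, so counts overstate the number of independent molecules, and a floor set from a count of 0 covers counting error only.

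The count table held 62475 rows. The 49 rows for Y-chromosome copies of pseudoautosomal genes held 0 counts and were left out, leaving 62426 genes. Gene symbols were taken from the FPKM table, which paired all 62426 identifiers with a symbol. The genome supplied for this work is of a later build than hg19, so no coordinates are given. A blank FPKM was read as 0 where the gene had fewer than 10 counts in that library and as a failed estimate otherwise. Between 6 and 416 genes per library had a failed estimate, and any gene with one was left out of the FPKM tests.

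Groups were taken from the labels: 12 libraries in 4 groups of 3, with total counts of 13668625 to 21007021. Counts from mitochondrial genes made up 1.75% to 2.83% of each library. Genes were kept by edgeR's filterByExpr (16912 genes), scaled by TMM, and tested with the quasi-likelihood F test (glmQLFit and glmQLFTest) in 1 model of the 4 group means over all 12 libraries. The study used DESeq2 on the counts and does not state which samples entered each fit. Calls are at a Benjamini-Hochberg adjusted p of 0.05, two-sided, and the standard error of a log2 fold change is its size divided by the square root of F. The biological coefficient of variation was 0.298 over all 12 libraries and 0.258 without the 2 libraries in doubt, where 17889 genes were tested. CPM values use the TMM-scaled library sizes. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

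Fixed before the deposited files were opened were the comparisons, the alternatives, 26 gene lists and the rule for the genes named. The heat shock and complement lists were written after a table of these samples in the study had been seen. Results are given for 25 of the lists. The rule took, per comparison, a panel of 14 genes, the 6 largest log2 fold changes in each direction among called genes with at least 5 CPM in 1 group and no overlap between groups, and up to 4 members of each list with the smallest adjusted p. Among genes raised by irradiation and lowered by 53BP1, it took the 8 with the largest fall. The same rule was applied to the fits without the 2 libraries in doubt. The other genes of the overlap and the glycolytic genes set beside PGK1 were named after their values were seen. Lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 26 lists. Camera with an estimated correlation and fry, which tests whether a list's genes move on balance one way, were alternatives.

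Other alternatives were DESeq2, RLE scaling, scaling by library size alone, no filter on low counts, a stricter filter of at least 1 CPM in 6 libraries, the replicate number as a block, the 6 compared libraries alone, a minimum log2 fold change of 1, each library left out in turn, and limma with a trend on log2(FPKM + 1) or log2(FPKM + 0.1) for genes with a mean FPKM of at least 1, or with no such filter. Fits without the 2 libraries in doubt, by edgeR and by DESeq2, were added after seeing the data.

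The procedure was tested on simulated counts with 67 genes changed 1.5-fold, 67 changed 2-fold and 66 changed 4-fold. For irOE against irEV, run on 16109 simulated genes, edgeR recovered 5.97% of genes changed 1.5-fold, 53.7% of those changed 2-fold and 89.4% of those changed 4-fold. For pOE against pEV, on 16139 genes, the shares were 7.46%, 40.3% and 87.9%. For the interaction, on 16150 genes, they were 0%, 11.9% and 78.8%. A list lowered 2-fold had an adjusted p of 1.71e-20 by camera with the preset correlation. That setting also called 1 of the 25 lists left as they were. With an estimated correlation the adjusted p was 0.000959, and 0 of the 25 were called. These counts do not give the rate of false calls of either setting for lists whose genes vary together.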

Results

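Poly(A) RNA was sequenced from IMR90 cells, primary fibroblasts of human fetal lung, that carried a lentiviral empty vector or exogenous 53BP1. 53BP1, encoded by TP53BP1, is a DNA repair protein recruited to double-strand breaks. Cells were either proliferating or had received 20 Gy of X-rays, a dose that drives fibroblasts into senescence, and all were cultured for 10 days. The 12 libraries form 4 groups of 3: proliferating with empty vector (pEV), proliferating with 53BP1 (pOE), irradiated with empty vector (irEV) and irradiated with 53BP1 (irOE). Total counts ran from 13668625 to 21007021 per library. For its cell culture work in general the study takes a single culture well as a replicate. The sources used here do not say whether the 3 libraries of a group came from separate infections or experiments, so the p-values measure the spread between these libraries, part of which may be technical.

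The TP53BP1 transcript was read in every library first, because it checks the labels. It stood at 72.7 ± 14.1 CPM (counts scaled by library size; SD, n = 3) in irEV and 382 ± 15.7 in irOE. The libraries labelled pEV 1 and 2 held 61.4 and 68.7 CPM, but the library labelled pEV 3 held 238, next to 243 and 240 in those labelled pOE 1 and 2. The library labelled pOE 3 held 352 CPM of TP53BP1, and it differed from its group in proliferation. Its MKI67, a marker of cycling cells, was 17.9 CPM against 234 and 233 in pOE 1 and 2, within the 14.7 to 25.7 CPM of the 6 irradiated libraries. CDKN1A, which encodes the cell cycle inhibitor p21, was 2115 CPM there, against 914 and 860 in pOE 1 and 2. All 12 libraries were kept under their labels in the main results. Values without the libraries labelled pEV 3 and pOE 3, an alternative chosen after seeing the data, stand beside the counts of genes past the threshold as values without the 2 libraries in doubt.

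**Figure D1:**
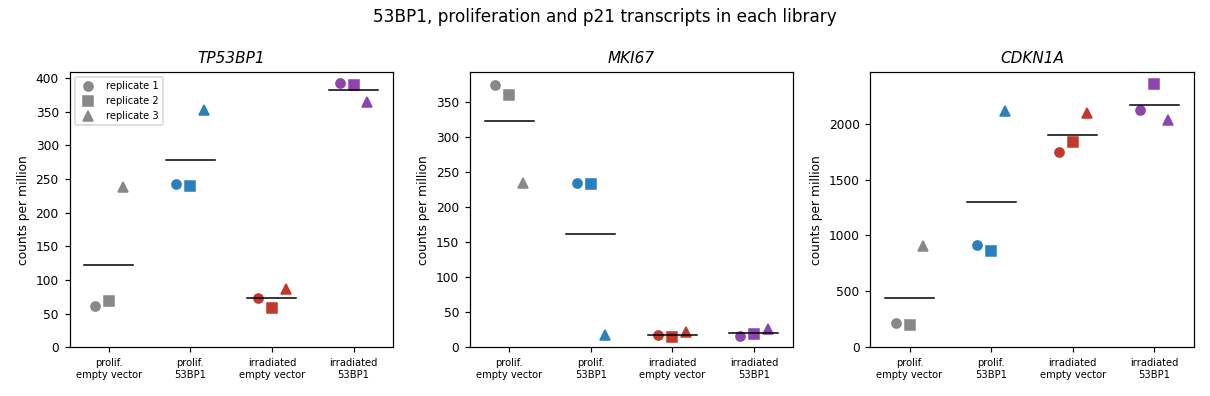
CPM of TP53BP1, MKI67 and CDKN1A (y axes) in the 4 groups (x axes), with 1 symbol per replicate and a black line at the group mean. The library labelled pEV 3 (triangle) lies at 238 CPM of TP53BP1, near the 53BP1 libraries, and the library labelled pOE 3 lies at 17.9 CPM of MKI67, near the irradiated libraries.

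The first comparison, irEV against pEV, asks what irradiation changed in cells without exogenous 53BP1. MKI67 fell by 4.20 on the log2 scale (SE 0.65, adjusted p = 0.00244) and CCNA2, encoding cyclin A, by 3.47 (SE 0.57, adjusted p = 0.00249). CDKN1A rose by 2.10 (SE 0.48, adjusted p = 0.00843), and by 3.15 (SE 0.12) without the 2 libraries in doubt. The library labelled pEV 3 held 907 CPM of it, against 220 and 202 in pEV 1 and 2. MDM2, encoding a ubiquitin ligase, rose by 1.15 (SE 0.29, adjusted p = 0.0123). Among cytokines, CXCL8 (interleukin 8) rose by 4.42 (SE 0.66, adjusted p = 0.00232), IL6 by 2.68 (SE 0.44, adjusted p = 0.00247) and IL1B by 2.66 (SE 0.81, adjusted p = 0.0319). IL1B levels were low and overlapped between the groups. They were 10.1, 0.584 and 8.09 CPM in irEV 1 to 3. In the libraries labelled pEV 1 to 3 they were 1.89, 0.489 and 0.591 CPM. IL1A had a log2 change of 1.49 (SE 1.10), short of the threshold at an adjusted p of 0.364. C3, the central complement protein, went from 9.90, 10.1 and 3.06 CPM in the libraries labelled pEV 1 to 3 to 610 ± 148 CPM in irEV (SD, n = 3), a log2 change of 6.32 (SE 0.87, adjusted p = 0.00197).

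In all, 3674 of 16912 tested genes passed an adjusted p of 0.05 by edgeR in irEV against pEV, 1657 higher and 2017 lower. There were 5180, 2404 higher and 2776 lower, without the 2 libraries in doubt. Besides C3, the largest rises were those of CHI3L2, a chitinase-like protein, Z97192.4, the metallothionein gene MT1G, the epithelial transcription factor gene EHF and HIF1A-AS3. CHI3L2 had no count in any pEV library and 6.42 CPM in irEV, at least 112-fold higher when pEV is set to 3 counts over the group. The largest falls were those of AC068831.6, SAPCD2, KIF20A, TMSB15A, TROAP and CENPA. KIF20A, a kinesin of cell division, fell by 4.80 (SE 0.75) and CENPA, the centromeric histone H3, by 4.28 (SE 0.74). HIF1A-AS3 is antisense to its neighbour, and its reads cannot be assigned to a strand here, since the strand setting of the counting is not given in the sources used here. CDKN2A (log2 change -0.04, SE 0.29) and LMNB1 (-0.38, SE 0.95), encoding lamin B1, did not pass, with adjusted p of 0.942 and 0.813.

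Among the gene lists, all 45 tested mitotic genes fell in irEV against pEV, with TTK at -4.14, BUB1B at -3.94 and CEP55 at -3.51 (log2). Of 44 genes of DNA replication 42 fell, among them MCM4 (-2.17) and MCM5 (-2.42), subunits of the replicative helicase. Of 23 homologous recombination genes 20 fell, including FANCA (-2.40). Of 27 genes of non-homologous end joining and 53BP1 partners 14 fell and 1 rose, with MRE11 at -1.45 and RIF1 at -1.42. Of 10 chromatin genes known to be lost in senescence 9 fell, TMPO and LBR among them. Adjusted over the list alone, 45 mitotic, 43 replication, 20 recombination, 15 end joining and 9 chromatin genes were lower.

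Of 22 cytokines and chemokines of the senescence-associated secretory phenotype (SASP) 12 rose and 2 fell, with CXCL1 at 4.90 and CXCL5 at 4.76. Of 32 SASP proteases and growth factors 15 rose and 1 fell, with SERPINB2 at 3.74 and ICAM1 at 2.47. Of 27 heat shock genes 10 rose and none fell, HSPA6 by 4.78, CRYAB by 2.36, HSPA1B by 2.26 and HSPA1A by 2.12 on the log2 scale. Of 44 interferon-stimulated genes 8 rose, IFIT2 among them at 1.67, and of 9 genes of the cGAS-STING pathway 4 fell, with CGAS at -1.49. Adjusted over the list alone, 12 SASP cytokines, 17 proteases and growth factors, 10 heat shock and 4 interferon-stimulated genes were higher, and 2 SASP cytokines, 1 protease or growth factor and 3 heat shock genes were lower. The fit without the 2 libraries in doubt had 10 heat shock genes higher and 4 lower, and 11 and 7 adjusted over the list alone. The heat shock list had a median log2 change of -0.00934 and a mean of 0.565, and camera placed it higher. Each of these lists, and those of the preceding paragraph, passed camera with its preset correlation, with adjusted p from 1.08e-42 for the mitotic list to 0.0344 for the cGAS-STING list. With an estimated correlation none of them passed, at adjusted p of 0.169 for the mitotic and SASP cytokine lists and 0.59 for the interferon-stimulated genes. By fry all but the interferon-stimulated genes (0.19) passed, at adjusted p from 0.00372 for heat shock and end joining to 0.0283 for cGAS-STING. In the fit without the 2 libraries in doubt each of these lists passed fry, at adjusted p of 0.0237 or less. Without the 2 libraries in doubt the estimated-correlation adjusted p was 0.000492 for the mitotic list, 0.000373 for the replication and chromatin lists, 0.00695 for recombination, 0.0173 for end joining and 0.00174 for the SASP proteases and growth factors. It was 0.283 for the SASP cytokines, 0.127 for the heat shock list and 0.315 for the cGAS-STING list. The cGAS-STING list did not pass with the preset correlation there either (adjusted p = 0.0839). In that fit 21 of the interferon-stimulated genes were higher and 1 lower, with an adjusted p of 0.332 with an estimated correlation. The heat shock and complement lists were written after a table of these samples from the study had been seen, so their counts and tests, here and in the other comparisons, are not independent evidence of direction.

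Leaving out the library labelled pEV 1, pEV 2 or irEV 3 took the count of 3674 to 1576, 1923 and 2426. On the deposited FPKM values with the filter on mean FPKM, limma on log2(FPKM + 1) called 687 genes higher and 1275 lower. The share of higher genes was 35.0%, and 36.7% on log2(FPKM + 0.1), against 45.1% by edgeR on counts. With no filter, limma on log2(FPKM + 1) called 112 higher and 114 lower, a share of 49.6%. DESeq2 on counts had a share of 51.6%, with 2249 genes higher and 2112 lower.

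**Figure D2:**
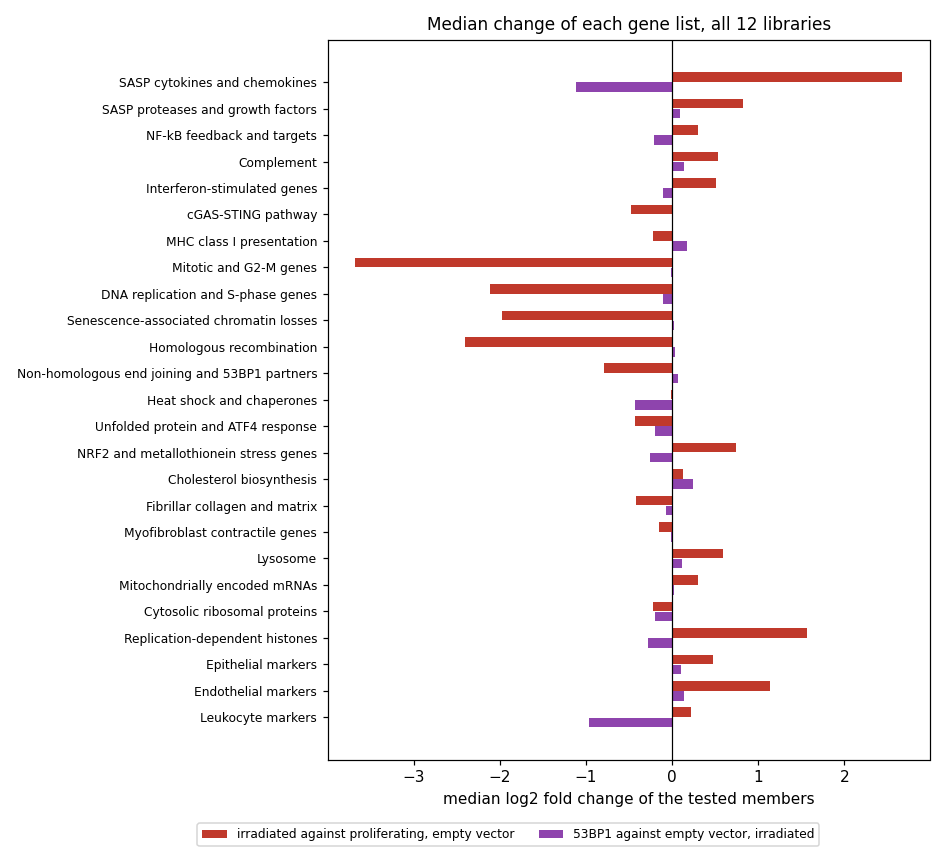
Median log2 fold change of the tested members (x axis) of each of 25 gene lists (y axis), for irEV against pEV in red and irOE against irEV in purple, over all 12 libraries. The mitotic list has a median of -3.68 with irradiation, and the SASP cytokine list has 2.67 with irradiation and -1.12 with 53BP1 in irradiated cells.

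The second comparison, irOE against irEV, asks what exogenous 53BP1 changed in irradiated cells. HSPA1A, encoding the inducible chaperone HSP70, was 108 ± 11.3 CPM in irEV and 19.9 ± 2.86 in irOE (SD, n = 3), a fall by 2.44 on the log2 scale (SE 0.17, adjusted p = 1.7e-05). The log2 change was -2.47 for HSPA1B (SE 0.23, adjusted p = 0.000228), -4.97 for HSPA6 (SE 0.47, adjusted p = 0.000235) and -0.74 for DNAJB1, a co-chaperone (SE 0.12, adjusted p = 0.0227). DHRS2, a short-chain dehydrogenase, fell by 5.59 (SE 0.79, adjusted p = 0.0128), and HMOX1, the haem oxygenase induced by oxidative stress, by 1.33 (SE 0.19, adjusted p = 0.0128). HSPA1A and HSPA1B are near-identical copies, and how reads shared by both were counted is not given in the sources used here.

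In irOE against irEV 17 genes passed, 9 higher and 8 lower. The transgene's own gene, TP53BP1, rose by 2.39 (SE 0.40, adjusted p = 0.035). The other large rises were those of NPTX1, neuronal pentraxin, by 2.99 (SE 0.44, adjusted p = 0.0148), ITGA8, integrin alpha 8, by 2.02 (SE 0.27, adjusted p = 0.0069), NCKAP5 by 1.46, the VEGF receptor gene FLT1 by 1.18 and FAM107B by 1.11. PGK1, a glycolytic enzyme, fell by 1.15 (SE 0.13, adjusted p = 0.00152) in the counts, yet its FPKM values did not differ, with a log2 difference of 0.10 (adjusted p = 0.862 by limma). As many as 280 genes passed without the 2 libraries in doubt, 159 higher and 121 lower. WNT16, KISS1 and CYP2S1 were then among the 6 largest rises, at log2 1.68, 1.76 and 1.72, and CYP1A1 (-5.31), SPP1 (-3.21) and CXCL6 (-3.40) among the 6 largest falls. Z97192.4 had no count in irOE and 5.48 CPM in irEV, at least 75.9-fold lower when irOE is set to 3 counts over the group.

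The SASP genes of the panel had negative log2 changes with 53BP1 that did not pass over all 12 libraries. C3 was 74.1 ± 9.56 CPM in irOE (SD, n = 3), a log2 change of -3.04 (SE 0.73, adjusted p = 0.165, and 2.82e-07 without the 2 libraries in doubt). CXCL8 changed by -1.39 (SE 0.57, adjusted p = 0.407, and 0.0272 without those libraries), IL6 by -1.06 (SE 0.41, adjusted p = 0.385, then 0.0729), IL1B by -1.86 (SE 0.78, adjusted p = 0.423, then 0.227) and IL1A by -1.22 (SE 1.10, adjusted p = 0.747, then 0.64). Other genes of the panel did not pass either: MKI67 changed by 0.19 (SE 0.60), CCNA2 by -0.31 (SE 0.55), CDKN1A by 0.20 (SE 0.46), MDM2 by 0.34 (SE 0.28), CDKN2A by -0.73 (SE 0.30) and LMNB1 by 1.42 (SE 0.97).

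Over the 27 heat shock genes, 4 fell in irOE against irEV, and 13 were lower adjusted over the list alone. The fit without the 2 libraries in doubt had 12 lower. The list passed camera at an adjusted p of 4.6e-24. Its adjusted p was 0.00345 with an estimated correlation and 0.000269 by fry. As the list was written after a table of these samples had been seen, these tests are not independent evidence of direction. None of the 22 SASP cytokines and chemokines passed, and 2 were lower adjusted over the list alone, while 3 of 23 were lower without the 2 libraries in doubt. Their list was lower by camera (adjusted p = 1.57e-05), with an adjusted p of 0.322 with an estimated correlation. CXCL1 changed by -3.44 (SE 0.77, adjusted p = 0.134) and CXCL5 by -1.93 (SE 0.66, adjusted p = 0.343). The ribosomal protein, NRF2 and NF-kB lists were lower, and that of cholesterol synthesis was higher, by camera at adjusted p of 3.34e-06, 0.00799, 0.0416 and 5.78e-05. Their adjusted p with an estimated correlation was 0.964, 0.482, 0.964 and 0.656. The mitotic list (adjusted p = 0.88), the interferon list (0.981), the complement list (0.729) and the SASP protease list (0.564) did not pass.

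Leaving out any 1 of the 6 irradiated libraries gave between 6 and 10 genes. In these fits 2 or 3 genes were higher and 4 to 7 lower, with shares of higher genes of 25% to 37.5%. TP53BP1 was no longer past the threshold in any of those 6 fits, with adjusted p from 0.105 to 0.236, while its log2 change stayed between 2.26 and 2.56. With scaling by library size alone, 5 genes were higher and 8 lower, a share of higher genes of 38.5% against 52.9%.

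**Figure D3:**
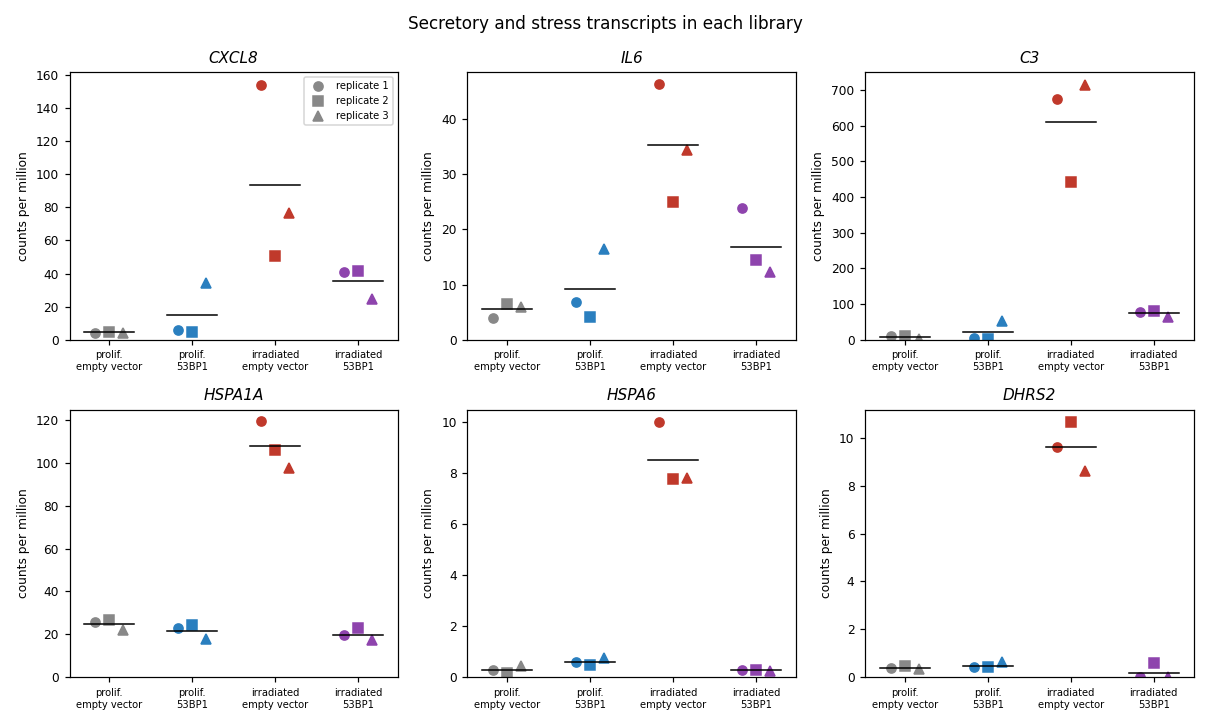
CPM of 3 secretory genes (CXCL8, IL6, C3) and 3 genes lowered by 53BP1 in irradiated cells (HSPA1A, HSPA6, DHRS2) on the y axes, in the 4 groups on the x axes, with 1 symbol per replicate and a black line at the group mean. HSPA1A lies between 97.3 and 120 CPM in irEV and between 17.1 and 26.5 CPM in the other 9 libraries, while C3 in irOE (74.1 CPM on average) stays above the proliferating groups.

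All 8 genes lowered by 53BP1 in irradiated cells were among the 1657 raised by irradiation: DHRS2, HSPA6, HSPA1B, HSPA1A, HMOX1, PGK1, MKNK2 and DNAJB1, against 0.784 from independent lists. None of the 9 genes raised by 53BP1 was raised by irradiation, and 5 of them were lowered by it, NPTX1, ITGA8, FAM107B, TIPARP and PTPN13, against 1.07. Without the 2 libraries in doubt, 59 genes raised by irradiation were lower with 53BP1 (16.3 from independent lists), and 51 were higher (21.4). Of the genes lowered by irradiation in that fit, 38 were higher with 53BP1 (24.7) and 30 were lower (18.8). The irradiation-lowered genes thus went both ways there. Both comparisons use the irEV libraries, which alone ties their fold changes. The covariance of the log2 changes was -0.324, against a mean of -0.168 in 20 simulations in which irOE had the means of irEV, so part of this relation comes with the shared libraries. No gene was called for 53BP1 in those simulations over 12 libraries, so they give no overlap to set against the 8 genes.

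The third comparison, pOE against pEV, asks what 53BP1 changed in proliferating cells, and both libraries in doubt fall in it. Over all 12 libraries TP53BP1 was higher by 1.18 on the log2 scale (SE 0.39, adjusted p = 0.226) and CDKN1A by 1.55 (SE 0.48, adjusted p = 0.213), both short of the threshold. TP53BP1, CDKN1A and proliferation put the 2 libraries in doubt. The p-values of such genes without those libraries therefore follow in part from that choice. With 2 libraries per group, after the libraries in doubt were left out, TP53BP1 was higher by 1.86 (SE 0.17, adjusted p = 6.93e-06) and CDKN1A by 2.04 (SE 0.12, adjusted p = 1.44e-07). CCND2, encoding cyclin D2, was higher by 3.54 (SE 0.30, adjusted p = 4.48e-06). CCNA2 was lower by a log2 change of -1.06 (SE 0.17, adjusted p = 0.00106). MKI67 changed by -0.69 (SE 0.19, adjusted p = 0.0514), short of the threshold. CXCL8 (0.25, SE 0.44) and IL6 (0.03, SE 0.38) did not pass. In that fit 919 genes passed, 597 higher and 322 lower. Over all 12 libraries no gene passed by edgeR, where 2366 had an unadjusted p below 0.05, while DESeq2 called 319 and limma on log2(FPKM + 1) called 2. In the fit of 10 libraries EXTL1, L1CAM, LINC00973, AQP1 and ITGA7 were the other largest rises, and EDNRB, COL14A1, MYH11, UNC5C, SHISA3 and INHBE were the largest falls, with MYH11, smooth muscle myosin, at -3.34 (SE 0.46) and COL14A1, a collagen, at -4.24 (SE 0.62). C3 had a log2 change of 1.41 (SE 0.74, adjusted p = 0.408), short of the threshold, over all 12 libraries and was lower, at -1.15 (SE 0.27, adjusted p = 0.021), without the 2 libraries in doubt.

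Gene lists in pOE against pEV without the 2 libraries in doubt showed 17 of 45 mitotic genes lower (adjusted p = 0.0279 with an estimated correlation), 37 adjusted over the list alone. The replication and chromatin lists passed as lower with few called members. Of 44 replication genes 1 was lower (0.0219), and of 10 chromatin genes known to be lost in senescence 1 was lower (0.0341). Of 16 contractile genes 8 were lower (0.00168), and of 27 genes of the unfolded protein and ATF4 response 12 were lower (0.00956). Of 25 cholesterol synthesis genes 7 were higher (0.0156), of 32 SASP proteases and growth factors 11 were higher and 5 lower (0.00956), and of 11 replication-dependent histones 6 were higher (0.0151). Of 27 matrix genes 16 were lower and 1 higher, a list whose adjusted p was 0.139 with an estimated correlation. Over all 12 libraries none of these lists passed with an estimated correlation, each at an adjusted p of 0.277.

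The fourth comparison, irOE against pOE, asks what irradiation changed in cells with exogenous 53BP1, and it holds the library labelled pOE 3. Over all 12 libraries MKI67 changed by -3.01 (SE 0.62, adjusted p = 0.0766). MKI67 put that library in doubt, so the p-values of proliferation genes without it follow in part from that choice. In the fit without the 2 libraries in doubt, MKI67 changed by -3.55 (SE 0.19, adjusted p = 5.55e-09). In the same fit CENPW, a centromere protein, changed by -4.07 (SE 0.26) and RAD54L, of homologous recombination, by -4.80 (SE 0.67). C3 was higher by 3.99 (SE 0.26, adjusted p = 3.76e-08), CXCL8 by 2.70 (SE 0.39, adjusted p = 0.000161), IL6 by 1.61 (SE 0.35, adjusted p = 0.00411) and the metalloprotease gene ADAMTS8 by 2.83 (SE 0.26). In all 2839 genes passed in that fit, 1231 higher and 1608 lower, while DESeq2 on the same libraries called 1702 higher and 1637 lower. Over all 12 libraries no gene passed by edgeR, where 2598 had an unadjusted p below 0.05 and the smallest adjusted p was 0.0766. There DESeq2 called 571, 70 higher and 501 lower, and limma on log2(FPKM + 1) called 3. In the fit of 10 libraries TNFSF18, ACP3 and AC087379.1 were the other large rises, and TMSB15A, EML5, GABRB1 and SAPCD2 the other large falls. HSPA1A did not pass, at -0.26 (SE 0.16, adjusted p = 0.314). IL1B (0.32, SE 0.82, adjusted p = 0.857) and IL1A (0.74, SE 1.22, adjusted p = 0.762) did not pass. Of 45 mitotic genes 44 were lower (adjusted p = 0.000289 with an estimated correlation), and of 23 SASP cytokines and chemokines 5 were higher and 1 lower (adjusted p = 0.636 with an estimated correlation). Of 32 SASP proteases and growth factors 18 were higher and 1 lower (0.00167), and of 18 complement genes 7 were higher (0.00575). Over all 12 libraries these 2 lists stood at 0.267 and 0.246 with an estimated correlation. The mitotic list stood at 0.246 there and the SASP cytokine list at 0.374. No mitotic gene was called there, though 45 were lower adjusted over the list alone.

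Irradiation with and without exogenous 53BP1 can be set side by side, since irEV against pEV and irOE against pOE share no library. Of the 2483 genes that changed by at least 1 on the log2 scale in irEV against pEV without the 2 libraries in doubt, 93.9% had the same direction in irOE against pOE. Their median size was 1.62 in irEV against pEV and 0.876, taken in the same direction, in irOE against pOE. Across these chosen genes, which are not independent replicates, the correlation was 0.80. Over all 17889 genes of that fit the correlation was 0.459. The median sizes over all genes were 0.571 in irEV against pEV and 0.434 in irOE against pOE. Choosing genes in irEV against pEV favours larger sizes there. For the 1157 genes chosen in the same way in irOE against pOE, 96.0% had the same direction, and the median sizes were 1.69 in irEV against pEV and 1.52 in irOE against pOE. The interaction of irradiation and 53BP1 tests the difference itself. It passed for 4 genes over all 12 libraries, HSPA6, HSPA1A and HSPA1B, whose response was lower with 53BP1, and ITGA8, whose response was higher. Without the 2 libraries in doubt it passed for 420 genes, 164 higher and 256 lower. Among them were CDKN1A at -1.87 (SE 0.15, adjusted p = 1.18e-05) and C3 at -1.92 (SE 0.33, adjusted p = 0.00479). CDKN1A helped to put the library labelled pOE 3 in doubt, so the p-value of CDKN1A there follows in part from that choice. CXCL8 (-1.67, SE 0.54, adjusted p = 0.146) and IL6 (-1.11, SE 0.47, adjusted p = 0.325) did not pass in that fit. Over all 12 libraries the values were -4.45 for C3 (SE 1.04, adjusted p = 0.306), -3.15 for CXCL8 (SE 0.85, adjusted p = 0.375), -1.78 for IL6 (SE 0.60, adjusted p = 0.493) and -1.35 for CDKN1A (SE 0.66, adjusted p = 0.546), none past the threshold.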

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

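Of the tests in this part, the interaction term and the splits across all libraries were planned, and the others were chosen after the result was seen. The response to irradiation differed between cells with 53BP1 and with empty vector for 4 genes by the interaction term. The difference, on the log2 scale, was -5.96 for HSPA6 (SE 0.65, adjusted p = 0.00204), -2.24 for HSPA1A (SE 0.24, adjusted p = 0.00204), -2.35 for HSPA1B (SE 0.31, adjusted p = 0.0131) and 2.64 for ITGA8 (SE 0.37, adjusted p = 0.0179). Over 100 splits of the 12 libraries, the real one included, 3 gave at least 4 genes and the highest of the others gave 3963, but these splits mix irradiated with proliferating libraries, so the effect of irradiation enters the spread and they decide nothing. With 53BP1 and empty vector reassigned only within the proliferating and within the irradiated libraries, 5 of 100 splits gave at least 4 genes, the real one included, and the highest of the others gave 17. Each of the 10 splits with any call divided the irradiated libraries as labelled, so these splits carry the difference between irOE and irEV and do not decide about chance either.

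For all 8 genes raised by irradiation and lowered by 53BP1, HSPA6 and HSPA1A among them, CPM in the 3 irEV libraries lay above the other 9, which the choice of the genes favours against pEV and irOE but not against pOE, and which did not hold for PGK1 in FPKM. A lower response to irradiation at large with 53BP1 would lower the other irradiation-raised genes too, and their median log2 change in irOE against irEV was -0.166 (quartiles -0.594 and 0.138) over 845 genes raised by at least 1 on the log2 scale and outside the heat shock list. This argues against it as the whole cause. Handling of the irEV cultures that the others did not meet may also raise such genes. This and an effect of 53BP1 on them cannot be told apart, since every irEV library is in that group, so an effect of 53BP1 remains an untested hypothesis.

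The library labelled pEV 3 had TP53BP1 at the level of the 53BP1 libraries. Of the genes that differ between the other pEV and pOE libraries, TP53BP1 left out, 97.2% were nearer to pOE in it, and it may carry a wrong label. That share alone does not single out pOE, as it was 85.0% to 89.5% in the irEV libraries, but of the genes that differ between pOE and irOE only 3.58% were nearer to irOE in it. On a scale from pEV (0) to pOE (1) its median position was 0.927, with quartiles of 0.816 and 1.03, which is near pOE. A position is not a share of RNA and no mixture was simulated, so a mixture with some pEV RNA is left open. A swap with a library labelled pOE is argued against, since 0 libraries labelled pOE had TP53BP1 at the level of pEV, and an accident with the vector in the culture was not tested.

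The library labelled pOE 3 had proliferation genes at the level of irradiated libraries. Of the genes that differ between the other pOE and irOE libraries, 92.7% were nearer to irOE in it, against 74.5% to 84.4% in the irEV libraries, and a wrong label is a candidate explanation. Its median position from pOE (0) to irOE (1) was 0.936, but the quartiles of 0.753 and 1.11 leave a mixture with some pOE RNA open. A swap with a library labelled irOE is argued against, as 0 of those had a position under 0.5. Growth arrest of a culture that had not been irradiated was not tested.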

How the results depend on the processing

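The fits without the 2 libraries in doubt were chosen after seeing the data, and all other alternatives before. Each alternative was run for the results it was set for: the lists had the other set tests, the block, the stricter filter (in which 1 list had too few genes) and the left-out libraries, not DESeq2, other scaling or FPKM, and the interaction had no fit of 6 libraries. For irEV against pEV (3674 genes), limma gave 1962 on log2(FPKM + 1), 1993 on log2(FPKM + 0.1) and 226 with no filter, a minimum log2 fold change of 1 left 1793, and leaving out 1 library gave 1576 to 4464. For irOE against irEV (17), DESeq2 gave 148, no filter on counts 274, the 6 compared libraries alone 99, limma 7 on log2(FPKM + 0.1) and 10 on log2(FPKM + 1) with no filter. Without the 2 libraries in doubt there were 280, and 646 by DESeq2, and leaving out 1 library gave 6 (irEV 3) to 91 (pOE 3), with 32 without pEV 3, 8 without irEV 1, 10 without irEV 2, 8 without irOE 1, 7 without irOE 2 and 8 without irOE 3. For pOE against pEV (0), DESeq2 gave 319, no filter 969, limma 2 on log2(FPKM + 1) and 3 with no filter. The fit without the 2 libraries in doubt gave 919, and 1314 by DESeq2, and leaving out 1 library gave 0 to 985, the latter without pEV 3. For irOE against pOE (0), DESeq2 gave 571, no filter 1018, limma 3 with either pseudocount and 4 with no filter. The fit without the 2 libraries in doubt gave 2839, and 3339 by DESeq2, and leaving out 1 library gave 0 to 2070, the latter without pOE 3. For the interaction (4), DESeq2 gave 49, no filter 335, the fit without the 2 libraries in doubt 420, and 704 by DESeq2, and leaving out 1 library gave 2 (irEV 1 or irOE 3) to 262 (pEV 3). With no filter, edgeR estimated an infinite prior degrees of freedom over 46684 genes, so that no gene kept a spread of its own, against a median of 6.13 with the filter. Whether that changed the counts was not tested, and for irEV against pEV the count with no filter was 3663 against 3674. Leaving out any library but pEV 3 gave 0 for pOE against pEV and 2 to 5 for the interaction. Leaving out any but pOE 3 gave 0 for irOE against pOE. These low counts thus depended on the library labelled pEV 3 or pOE 3 being in the fit. How those libraries lowered the counts was not tested, nor was the cause of the other differences.

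Genes raised by irradiation and lower with 53BP1 numbered 8, against 43 by DESeq2, 58 with no filter, 34 with the 6 compared libraries, 2 on log2(FPKM + 0.1), 59 without the 2 libraries in doubt and 105 so by DESeq2, with 4 (irEV 3) to 25 (pOE 3) on leaving out 1 library, and 5 without irEV 1, irOE 2 or irOE 3. TP53BP1 in irOE against irEV was 2.33 with library size alone, short of the threshold. It was 2.07 on log2(FPKM + 1) with and without the filter and 2.12 on log2(FPKM + 0.1), also short. On leaving out 1 library it was 2.26 to 2.56, short without any irradiated library, pOE 1 (adjusted p = 0.0548) or pOE 2 (0.0528). TP53BP1 passed in the other settings. Its adjusted p was 0.00185 by DESeq2, 5.25e-06 with the 6 compared libraries and 1.21e-07 by edgeR without the 2 libraries in doubt. TP53BP1 put those 2 libraries in doubt, so the last p-value follows in part from that choice. The SASP cytokine list in irOE against irEV had an adjusted p of 0.322 with an estimated correlation and 0.205 by fry. Camera with the preset correlation gave 2.34e-11 to 0.00449 on leaving out 1 library. PGK1 in irOE against irEV changed sign, to 0.10 on each FPKM scale. C3 in pOE against pEV turned to -1.15 without the 2 libraries in doubt, and -1.13 by DESeq2. Of the named genes, 3629 values over all alternatives kept their side of the threshold, 174 lost a call, 231 gained one and 5 reversed, which are those of PGK1 and C3.

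Same-numbered libraries did not deviate together: over 18 pairs r ran from -0.125 to 0.131, 1 was over 0.1, and 2 of 12 libraries correlated best with their own number. With the replicate block the counts were 3671, 18, 0, 0 and 5 in the order above. The genes were not all the same ones. The block kept 3425 of the 3674 genes of irEV against pEV and 14 of the 17 of irOE against irEV. It kept the 4 genes of the interaction. Genes raised by irradiation and lower with 53BP1 numbered 7 with the block, against 8 in the main fit. In 10 splits of the 6 libraries, too few for a share under 0.05, 1 gave as many genes for irEV against pEV (3674, highest other 0) and 1 for irOE against irEV (17, highest other 0), while 10 did for pOE against pEV (0, highest other 15) and 10 for irOE against pOE (0, highest other 279).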

Other observations

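In irEV against pEV, members of other gene lists passed as well. Of 28 lysosomal genes 13 rose and 1 fell, with CTSD, cathepsin D, at 1.22 and GUSB at -0.88 on the log2 scale. Of 13 mitochondrially encoded mRNAs 6 rose, such as MT-ND1 at 0.56, and of 11 replication-dependent histone genes 6 rose, with H2BC21 at 2.68 and H4C8 at 2.84. Of 27 genes of the unfolded protein and ATF4 response 11 fell and 4 rose, with PHGDH, of serine synthesis, at -2.59. Of 27 matrix genes 9 fell and 2 rose, and of 16 contractile genes 4 fell and 3 rose. Of 40 ribosomal protein genes 5 fell. Of 22 NRF2 and metallothionein genes 5 rose and 3 fell, of 26 NF-kB genes 7 rose and 1 fell, of 18 complement genes 4 rose and 1 fell, of 25 cholesterol synthesis genes 2 rose and 4 fell, and of 15 antigen presentation genes 3 rose and 1 fell. The antigen presentation, cholesterol synthesis and contractile lists did not pass camera with the preset correlation, each at an adjusted p of 0.891. None of these lists passed with an estimated correlation over all 12 libraries, at adjusted p of 0.273 or more. By fry the lysosomal, mitochondrial, histone, NRF2 and complement lists passed there, at adjusted p of 0.014 to 0.0188, and the others did not. Without the 2 libraries in doubt, the histone and complement lists passed, at adjusted p of 0.0142 and 0.0454 with an estimated correlation, the latter for a list written after a table of these samples had been seen. In that fit 20 lysosomal genes rose and 1 fell, 8 cholesterol synthesis genes rose and 4 fell, and 13 ribosomal protein genes fell. Of markers of other cell types, 0 of 10 epithelial, 1 of 7 endothelial and 0 of 3 leukocyte genes rose over all 12 libraries. The other fit had 2 epithelial and 1 endothelial genes higher, and 1 leukocyte gene was higher and 1 lower.

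PGK1 was 1740 ± 291 CPM in irEV and between 704 and 785 in the means of the other groups (SD, n = 3), while its FPKM means ran from 494 to 618. In the same libraries TPI1 and GAPDH, other enzymes of glycolysis, were 913 and 4980 CPM in irEV and 885 and 4980 in irOE. The study's 53BP1 construct carries a human PGK promoter. The groups with that construct were not raised, at 704 ± 30.5 CPM in pOE and 785 ± 53.9 in irOE, against 762 ± 54.3 in pEV. This argues against reads from that construct as the source of the PGK1 level in irEV. The promoter of the empty vector is not given in the sources used here. Gene-level tables cannot show where in a gene the reads lie.

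LMNB1 varied within groups more than between them. Its levels were 836, 8.88 and 127 CPM in irOE 1 to 3, and 58.2, 229 and 77.0 CPM in irEV 1 to 3. The FPKM values followed, at 1220, 7.91 and 191 in irOE.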
